A study of Mus musculus with 6 samples. Its data were reported in "The P2X7R/NLRP3 inflammasome axis suppresses enthesis regeneration through inflammatory and metabolic macrophage-stem cell cross-talk" (2025).

How the data were processed

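Single-cell RNA was measured in cells from the injured rotator cuff enthesis, the site where the tendon inserts into bone, of mice 7 days post injury (dpi). Each of the 6 libraries was made with droplet-based 3′ chemistry, 3 from wild-type controls and 3 from Nlrp3−/− mice, and the group and replicate of each library were taken from its title. The authors deposited, for each library, a raw matrix of counts: the number of unique molecular identifiers (UMIs) per gene and barcode, as written by Cell Ranger 4 and before any cell calling, normalization or pooling. Each matrix listed 32285 genes and between 1860994 and 2312336 barcodes. Cell labels were not used here, and the files name no genome build. The gene identifiers were matched to the GENCODE annotation of mouse build GRCm38, which held 32235 of them with 31502 equal symbols, and positions are those of that annotation. Total counts per library ranged from 97042713 to 134901999 UMIs, and 73.0% to 79.7% of these UMIs lay in the barcodes kept as cells.

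Barcodes with at least 500 UMIs, at least 200 detected genes and at most 10% mitochondrial UMIs were taken as cells. Each also had to differ from the ambient profile of its library, the pooled UMIs of barcodes with at most 100 UMIs, at a false discovery rate of 0.01 over 10000 simulated profiles. Barcodes above 0.1 of the 99th percentile of the top 10000 barcodes were kept without that test. Of 102465 barcodes with at least 500 UMIs, 96642 were called as cells, and 93119 remained after the limits on genes and mitochondrial UMIs. Doublet scores were computed with Scrublet, and the 13225 cells with the highest scores were removed at an expected rate of 0.8% per 1000 cells, because the automatic threshold marked only 472 cells, 471 of them in 1 library. This left 79894 cells. Their median depth per library ranged from 1813 to 6665.5 UMIs and from 967 to 2278 genes.

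Counts were scaled and log-transformed, and the 2000 most variable genes were found within libraries. Nlrp3 was left out of them because the genotype removes it. Cells were clustered with scanpy 1.11.5 from 30 principal components, 15 neighbours and the Leiden algorithm at resolution 1.0 (leidenalg 0.10.2), first over all cells and then within macrophages and within mesenchymal cells. A cluster took the name of the marker list with the highest mean log2 fold over the median cluster. At least 3 of its markers had to be detected in at least 10% of the cells at 1.5-fold or more, the next list had to lie at least 0.4 lower on the log2 scale, and no other list could hold more of the 10 leading genes. These thresholds were set after the clusters had been seen, while the marker lists were fixed. Names mark cells that resemble a type, so macrophages below stand for macrophage-like cells, and likewise for each other type. Clusters with over 75% of their cells from 1 library and below-median depth in it were set aside; they held 9495 cells, and 70399 cells entered the comparisons. Because counts of Chil3, Gzma and Tnmd, which help define some clusters, differed between the genotypes, the cells were clustered again without these 3 genes.

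The marker lists, gene lists, comparisons, tests and the rule for naming genes were chosen before the data were examined. Cells were not treated as replicates. UMI counts were summed per library and cell type, for types with at least 20 cells in each library, and tested with the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) after TMM normalization and filterByExpr, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Shares of cells were tested with the same edgeR test on the number of cells per type, with the cells of the library as library size. Beside each share stands an exact two-sided permutation test of the percentages over 20 assignments, whose smallest possible p is 0.1. Macrophages were compared with other types within the 3 wild-type libraries, with the library as a block. Gene lists were tested with camera at a preset inter-gene correlation of 0.01 and with fry (limma 3.58.1). The named genes are up to 3 higher and 3 lower per cell type, those with the largest log2 fold change among genes past the threshold with a mean of at least 20 CPM (counts scaled to 1e+06 per library), no overlap between the groups and a symbol that is not a predicted gene. The inflammasome panel, Il1r1 and the genes on the study's own lists are named whatever their result. Genes marked below as chosen after their values were seen fall outside this rule. Intervals and lower limits cover counting error only, and a count of 0 was given a limit of 3 counts per library. Where a gene had 0 UMIs in the knockout, the fold was taken against that limit.

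The alternatives changed 1 choice at a time: the minimum of UMIs, the ambient test, the mitochondrial limit, the treatment of doublets, the resolution of the clusters, the scaling of cell counts, RLE size factors, no filter on low counts, the DESeq2 Wald test (DESeq2 1.42.0), thinning to equal UMIs, subtraction of the ambient profile, the replicate number as a block, and each library left out. The ambient profile was subtracted in proportion to the hemoglobin UMIs found in each type other than erythrocytes. Naming the clusters that had been set aside, and clustering without the 3 genes above, were added after the data were seen. The tests were also tested on simulated data with 200 changed genes in 3 libraries against 3. edgeR called 161 of them in macrophages, 98 in neutrophils and 91 in mesenchymal cells, and 10%, 10.9% and 9.80% of its calls fell on unchanged genes. DESeq2 gave 18.0%, 21.2% and 27.5%. In 100 simulated tables of cell counts, neutrophils were lowered 4-fold and all shares then rescaled to the same total. The mean fitted log2 fold change was -1.63, and edgeR called the neutrophils in 41% of these tables. Barcodes of 500 to 1000 UMIs were also simulated from the pooled profiles of cell types in wild-type replicate 1. Among these, the ambient test called 0% of neutrophils and 30.2% of macrophages against 99% of B cells and 100% of mesenchymal cells. Of the real barcodes of that library with at least 500 UMIs, 14710 of 14785 were called.

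Adipocytes, chondrocytes and tenocytes had too few cells in at least 1 library for a test of genes.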

Results

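Cells of the injured rotator cuff enthesis were profiled at 7 dpi in 3 libraries from wild-type controls and 3 libraries from Nlrp3−/− mice, which lack a sensor protein of the NLRP3 inflammasome. The replicate here is the library; the labels do not give the number or the sex of the animals behind each one. The wild-type libraries held 112135184, 134550397 and 103013189 UMIs, and the Nlrp3−/− libraries held 97042713, 123544809 and 134901999 UMIs. After filtering, the wild-type libraries had 12271, 14966 and 9314 cells with medians of 4061, 3818.5 and 5475.5 UMIs per cell. The Nlrp3−/− libraries had 20237, 10930 and 12176 cells with medians of 1813, 5398.5 and 6665.5 UMIs. In Nlrp3−/− replicate 1, 8992 of the 20237 cells lay in clusters found almost only in that library and were set aside, which is 44.4% (Wilson 95% confidence interval 43.8% to 45.1%). In each other library that share was between 0.542% and 1.18%. The remaining 70399 cells entered the comparisons below, with each cell type named by its resemblance to fixed markers.

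The first comparison asked whether the targeted gene followed the labels. Nlrp3 (ENSMUSG00000032691; chromosome 11, 59541568 to 59566956, protein-coding) was detected at 132 ± 35.6 CPM (SD, n = 3) over all cells of the wild-type libraries, from 35223 UMIs. It had 0 UMIs in all 3 Nlrp3−/− libraries, at least 3204.2-fold lower when 3 counts are allowed per library. The genotype labels of 2 Nlrp3−/− libraries name Nlrp4 or Nlrp5, but these genes gave too few UMIs to tell: the Nlrp4 family and Nlrp5 together had 49 UMIs in the 6 libraries, with 12 Nlrp5 UMIs in wild-type and 31 in Nlrp3−/− libraries. The sex-linked genes, chosen after their values were seen, also separated the groups. Xist, transcribed from the inactive X chromosome of female cells, was at 885 ± 88.3 CPM (SD, n = 3) in Nlrp3−/− libraries and at 0.058 ± 0.045 CPM in wild-type libraries, where it had 16 UMIs. The Y-linked genes Ddx3y and Eif2s3y were at 48.9 ± 8.96 and 34.3 ± 16.5 CPM (SD, n = 3) in wild-type libraries and had 0 UMIs in the Nlrp3−/− libraries, at least 1191.7-fold and at least 836.5-fold lower. Genotype and sex of the animals were therefore fully confounded, and each comparison of the genotypes below is one between wild-type male and Nlrp3−/− female material.

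**Figure D1:**
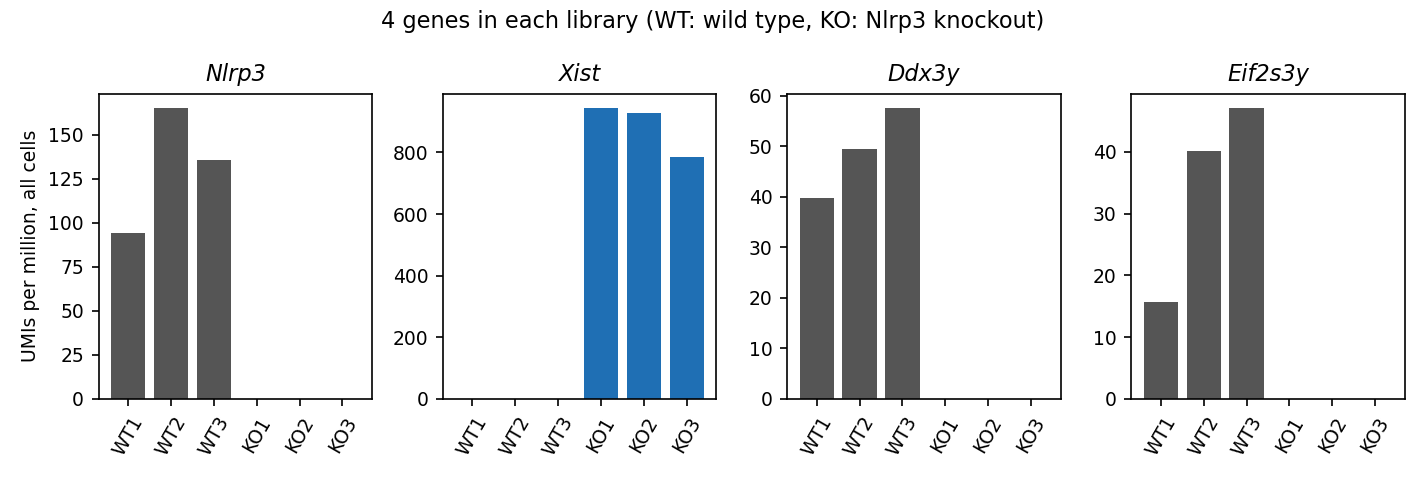
CPM over all cells of each library for Nlrp3, Xist, Ddx3y and Eif2s3y, with 1 bar per library on axes that start at 0. The wild-type libraries carry Nlrp3 and the Y-linked genes and the Nlrp3−/− libraries carry Xist.

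The shares of cell types address whether loss of Nlrp3 changed the cells present in the healing enthesis. Neutrophil-like cells made up 35.6 ± 4.91% (SD, n = 3) of the cells in wild-type libraries and 22.9 ± 4.67% in Nlrp3−/− libraries. The groups did not overlap, at a log2 fold change of -0.64 with a standard error of 0.30, an edgeR adjusted p of 0.288 and an exact permutation p of 0.1, the smallest possible with 3 libraries per group. The ambient test may bear on this share. It called 0 of 500 neutrophils simulated at 500 to 1000 UMIs from the pooled neutrophil profile of wild-type replicate 1. Of the real barcodes of that library with at least 500 UMIs, however, 14710 of 14785 were called, so the simulation overstates the loss there. In Nlrp3−/− replicate 1, 26067 of 31444 were called. Without the ambient test the log2 fold change was -0.67 (edgeR adjusted p 0.354). Mesenchymal cells made up 14.6 ± 3.94% and 23.2 ± 3.98%, again without overlap (log2 fold change 0.67, edgeR adjusted p 0.288, exact permutation p 0.1). T and NK cells made up 2.18 ± 0.280% and 2.96 ± 0.439%, also without overlap (log2 fold change 0.44, edgeR adjusted p 0.370, exact permutation p 0.1). Chance alone leaves 10% of such comparisons without overlap. Macrophage-like cells made up 29.0 ± 4.93% and 29.3 ± 7.49%, a difference of 0.02 on the log2 scale that was far within the spread between libraries and changed sign under 9 alternatives or libraries left out. Its largest shift, to -0.26, came from naming the clusters that had been set aside. B cells, mast cells and basophils and plasmacytoid dendritic cells differed by at most 0.06 on the log2 scale and changed sign when wild-type replicate 3, Nlrp3−/− replicate 1 or Nlrp3−/− replicate 3 was left out.

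Erythrocytes made up 0.646 ± 0.290% and 3.22 ± 3.42% (log2 fold change 2.32, edgeR adjusted p 0.288, exact permutation p 0.3), with 7.02% in Nlrp3−/− replicate 1 (Wilson 95% confidence interval 6.56% to 7.50%). The erythrocytes of that library held the 10 mesenchymal markers at a mean of 9.31 log2 CPM, against 3.61 to 5.03 in the other 5 libraries, so this share includes barcodes with much mesenchymal RNA. The log2 fold change was 1.03 without that library, and 1.42 at a Leiden resolution of 2.0, where 721 of its barcodes closest to erythrocytes were set aside. Without Nlrp3−/− replicate 3 the log2 fold change was 2.85 with an adjusted p of 0.00447, against 0.00447 to 0.727 over the alternatives and libraries left out. Conventional dendritic cells (log2 fold change -0.48, exact permutation p 0.3) and endothelial cells (0.56, exact permutation p 0.2) did not pass either test. Without each library these log2 fold changes ranged from -0.71 to -0.18 and from 0.32 to 0.81. Unnamed cells made up 2.96 ± 0.768% and 2.94 ± 1.19%. None of the 10 cell types passed an edgeR adjusted p of 0.05, and 1 of them, the erythrocytes, had an unadjusted p under 0.05 (0.047). With 3 libraries per group the test has little power for shares. In simulated tables, neutrophils were lowered 4-fold and all shares then rescaled to the same total. At a mean fitted log2 fold change of -1.63, they were called in 41% of cases.

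**Figure D2:**
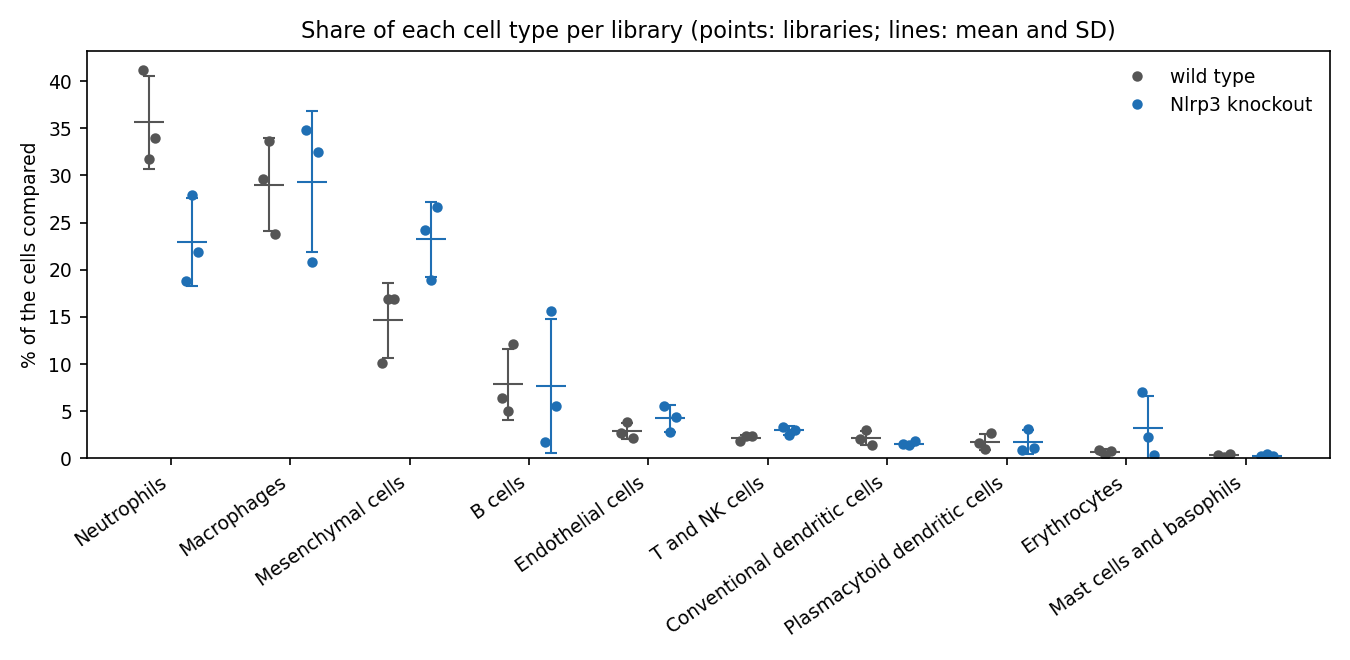
Percent of the compared cells in each cell type, with 1 point per library and lines for the mean and SD of the 3 wild-type and 3 Nlrp3−/− libraries. Neutrophils lie between 31.8% and 41.2% in the wild-type libraries and between 18.8% and 28.0% in the Nlrp3−/− libraries, while macrophages overlap.

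Macrophages were then divided into pro-inflammatory macrophages (PIM), anti-inflammatory macrophages (AIM) and osteoclast-like cells, to ask whether their balance shifted. PIM made up 31.2 ± 6.46% (SD, n = 3) of macrophages in wild-type libraries and 21.4 ± 11.4% in Nlrp3−/− libraries (log2 fold change -0.54, edgeR adjusted p 0.241, exact permutation p 0.3). The Nlrp3−/− libraries had 11.9%, 34.0% and 18.4%, with the second inside the wild-type range; without it the log2 fold change was -1.04 with an adjusted p of 0.0149, in a range of 0.0149 to 0.523 over the alternatives and libraries left out. AIM made up 30.6 ± 5.10% and 32.4 ± 7.86% (0.08, edgeR adjusted p 0.781, exact permutation p 0.7), and the sign of this difference changed without wild-type replicate 3 (-0.02) or Nlrp3−/− replicate 3 (-0.13). Osteoclast-like cells made up 8.28 ± 1.08% and 12.7 ± 1.84%, without overlap (0.62, edgeR adjusted p 0.137, exact permutation p 0.1). Their adjusted p was 0.0168 without Nlrp3−/− replicate 1, at a log2 fold change of 0.73, in a range of 0.0168 to 0.447. Macrophages that met no subset's markers made up 29.9 ± 1.30% and 33.4 ± 15.1%, and 50.7% in Nlrp3−/− replicate 1. One of these unnamed clusters was led by neutrophil granule genes.

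Among mesenchymal cells the question was whether cells of the tendon and cartilage lineages became more common. Tenocyte-like cells made up 6.55 ± 10.0% (SD, n = 3) and 14.96 ± 12.6% of mesenchymal cells (log2 fold change 1.19, edgeR adjusted p 0.639, exact permutation p 0.5), and wild-type replicate 3, at 18.1%, lay among the Nlrp3−/− libraries. The log2 fold change was 4.27 without that library (adjusted p 0.106) and 0.50 without Nlrp3−/− replicate 2, with adjusted p values from 0.106 to 0.961 over the alternatives, so the size of the difference rests on single libraries. Chondrocyte-like cells made up 3.43 ± 2.16% and 9.11 ± 14.1% (1.41, edgeR adjusted p 0.639, exact permutation p 0.9). The higher mean rested on Nlrp3−/− replicate 2, at 25.3% (Wilson 95% confidence interval 23.5% to 27.3%), and without it the log2 fold change was -1.78. Cells resembling tendon stem/progenitor cells (TSPCs) made up 9.91 ± 8.83% and 6.10 ± 2.52%. No comparison is read from the TSPC share, because Tnmd, among the leading genes of that cluster, itself differed in it (log2 fold change -1.60), and clustering without Tnmd left no cluster with the name. Fibroblast-like cells made up 4.52 ± 2.52% and 19.1 ± 14.6% (2.08, edgeR adjusted p 0.260, exact permutation p 0.3), with an adjusted p of 0.0357 at a log2 fold change of 2.59 without Nlrp3−/− replicate 2 and a range of 0.0357 to 0.809. A cluster that took the adipocyte name made up 17.4 ± 10.4% and 1.35 ± 1.09%, without overlap (-3.67, edgeR adjusted p 0.137, exact permutation p 0.1). It was led by the inflammatory genes Cxcl5 and Saa3 and held only 1 adipocyte marker, Cxcl12, among its 10 leading genes. Its adjusted p was 0.0357 without Nlrp3−/− replicate 2 (-3.13), and 0.0114 at a Leiden resolution of 2.0, where its log2 fold change was -5.25, in a range up to 0.386. Mesenchymal stem cells (-0.44), synovial cells (-0.39) and myofibroblasts (-0.15) had exact permutation p values of 0.7, 0.5 and 0.8. Unnamed mesenchymal cells made up 36.3 ± 5.62% and 32.0 ± 10.2%, and no cluster met the osteocyte markers. None of the 8 mesenchymal subsets and none of the 3 macrophage subsets passed an edgeR adjusted p of 0.05, while adipocytes (0.017) and osteoclast-like cells (0.046) had an unadjusted p under 0.05.

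**Figure D3:**
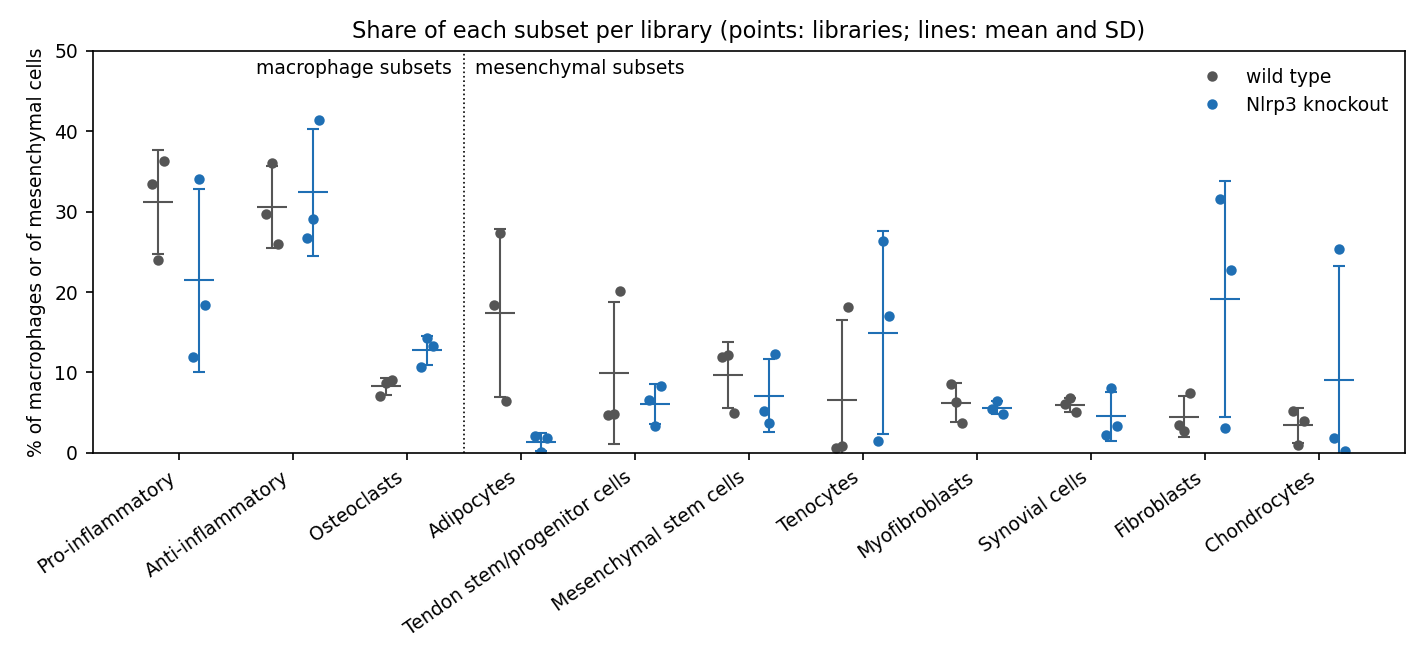
Percent of macrophages in 3 macrophage subsets and percent of mesenchymal cells in 8 mesenchymal subsets, with 1 point per library and lines for the mean and SD of 3 libraries per group. Osteoclasts and the cluster with the adipocyte name separate the groups, and chondrocytes reach 25.3% in 1 Nlrp3−/− library only.

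The source of inflammasome transcripts was examined in the 3 wild-type libraries. Nlrp3 was at 873 ± 591 CPM (SD, n = 3) in neutrophils, 479 ± 225 CPM in mast cells and basophils, 153 ± 51.0 CPM in macrophages and 6.75 ± 2.27 CPM in mesenchymal cells. Il1b was at 3682 ± 1717 CPM in neutrophils, 1835 ± 737 CPM in conventional dendritic cells, 1085 ± 925 CPM in mast cells and basophils and 877 ± 549 CPM in macrophages. Against neutrophils, macrophages were lower in Nlrp3 (log2 fold change -2.28, edgeR adjusted p 0.0027) and Il1b (-2.10, edgeR adjusted p 0.0055). They were higher in P2rx7 (3.76), Il18 (2.37), Pycard (1.28) and Casp1 (0.86), with edgeR adjusted p values between 5.3e-05 and 0.00018. Aim2 (0.22, edgeR adjusted p 0.387) and Nlrc4 (0.30, edgeR adjusted p 0.230) did not differ between macrophages and neutrophils, but Aim2 was higher in macrophages when wild-type replicate 2 was left out (0.58, edgeR adjusted p 0.0021, in a range up to 0.928), the largest shift of a call in this family. Nlrp1b was higher in macrophages (0.96, edgeR adjusted p 0.0323), a call lost without wild-type replicate 2 (0.98, adjusted p 0.0608) or 3 (0.74, adjusted p 0.114), in a range from 0.0201. Against mesenchymal cells, all 9 genes tested were higher in macrophages, by 1.99 (Il18) to 6.30 (Nlrc4) on the log2 scale. Nlrp6 was too low to be tested. Il1r1, the receptor through which cells can respond to IL-1, was at 135 ± 52.0 CPM in mesenchymal cells, 3.30 ± 0.900 CPM in macrophages and 3.76 ± 2.65 CPM in neutrophils. Its log2 fold change in mesenchymal cells was 5.21 against macrophages (edgeR adjusted p 1.4e-06) and 5.22 against neutrophils (edgeR adjusted p 1.6e-07), and both calls held under RLE size factors and without each library.

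Between the genotypes, none of the other panel genes or Il1r1 passed the threshold in macrophages, neutrophils or mesenchymal cells. Il1b had a log2 fold change of 0.07 (edgeR adjusted p 0.948) in macrophages and -0.49 (adjusted p 0.788) in neutrophils, where it reached -2.13 (adjusted p 0.0492) without Nlrp3−/− replicate 1. Il18 in neutrophils likewise passed without that library (-2.58, adjusted p 0.0425), against -1.42 (adjusted p 0.403) with it. Over the alternatives the adjusted p reached 0.999 for Il1b and 0.798 for Il18. Casp1 in macrophages was at -0.27 (adjusted p 0.266) and passed without wild-type replicate 3 (-0.37, adjusted p 0.0336, in a range up to 0.672). Il1r1 in mesenchymal cells was at -0.29 (edgeR adjusted p 0.663), between -0.56 and -0.019 without each library.

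Genes that differed between the genotypes were counted in each cell type. In macrophages, 60 of 12904 genes passed an edgeR adjusted p of 0.05, 25 higher and 35 lower in Nlrp3−/− libraries. In neutrophils 44 of 11698 genes passed (17 higher, 27 lower), and in mesenchymal cells 19 of 14987 (5 higher, 14 lower). Conventional dendritic cells had 190 such genes, T and NK cells 42, erythrocytes 30, plasmacytoid dendritic cells 29, B cells 28, endothelial cells 25, and mast cells and basophils 7. The counts rest strongly on single choices: DESeq2 called 637 genes in macrophages, 252 in neutrophils and 258 in mesenchymal cells, and the edgeR count without wild-type replicate 3 was 2672 in macrophages and 968 in mesenchymal cells. In neutrophils the largest count among the libraries left out was 379, without Nlrp3−/− replicate 1. Subtraction of the ambient profile left 0 genes in conventional dendritic cells by edgeR, where 137 genes then had an unadjusted p under 0.05. Before subtraction 1683 genes did, and DESeq2 called 314. The amount subtracted was set by the hemoglobin UMIs found in each type. Hemoglobin made up 0.0698% of the UMIs of these cells in Nlrp3−/− replicate 3 and 0.0686% of the ambient profile of that library. The subtraction removed 71.0% of the UMIs of these cells there, against 1.02% to 3.95% in each other library. The 71.0% is not by itself a measure of free RNA. The count of 0 therefore comes from a fit in which 1 library lost most of its UMIs.

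The genes called were grouped by position on the X chromosome, the Y chromosome, within 20 Mb of Nlrp3, and elsewhere. The 20 Mb were chosen after the calls were seen. Of the 60 genes called in macrophages, 5 lay on the X chromosome, 4 on the Y chromosome and 12 within 20 Mb of Nlrp3, Nlrp3 included, which leaves 39 elsewhere. The numbers elsewhere were 27 of 44 in neutrophils, 8 of 19 in mesenchymal cells and 170 of 190 in conventional dendritic cells. Over the 10 cell types, 45 of the 13561 genes tested in at least 2 types were called in at least 2. Of these, 6 were X-linked, 4 were Y-linked, 1 lay on an unplaced scaffold, and 33 were autosomal genes other than Nlrp3. Among the 33, 7 genes (21.2%) lay within 20 Mb of Nlrp3, against 411 of 13120 autosomal genes tested (3.13%), an odds ratio of 8.45 with a two-sided Fisher's exact p of 5.9e-05. These 7 were Thg1l (chromosome 11, 45946843 to 45955494), higher in Nlrp3−/− libraries in 6 types, and Uqcrq, Lyrm7, Rnf187, Hist3h2ba, Hist3h2a and 2610507I01Rik, each lower in 3 to 6 types. Genes far from Nlrp3 included Tpm3-rs7 (chromosome 14, 113314608 to 113316754), which was lower in 9 of the 9 types that tested it.

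**Figure D4:**
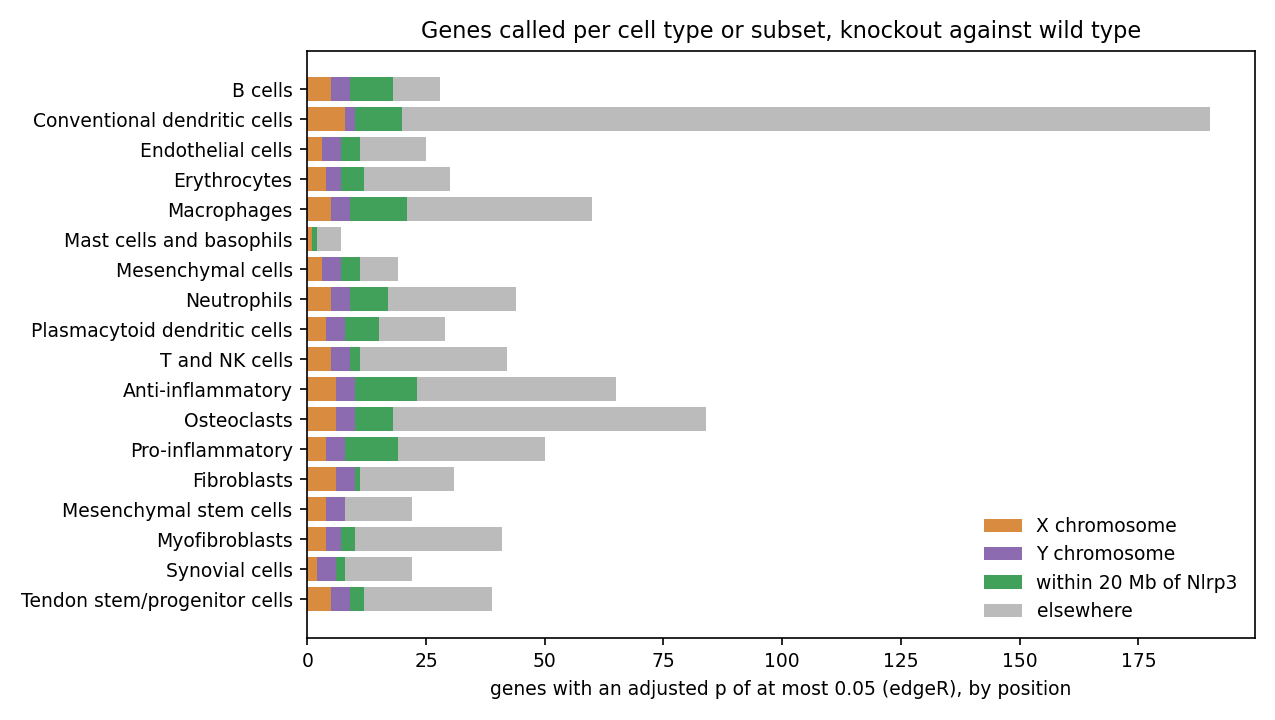
Number of genes with an edgeR adjusted p of at most 0.05 in each cell type or subset, with bars split by position. The X chromosome, the Y chromosome and the 20 Mb on either side of Nlrp3 hold 21 of the 60 genes called in macrophages and 11 of the 19 called in mesenchymal cells.

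**Figure D5:**
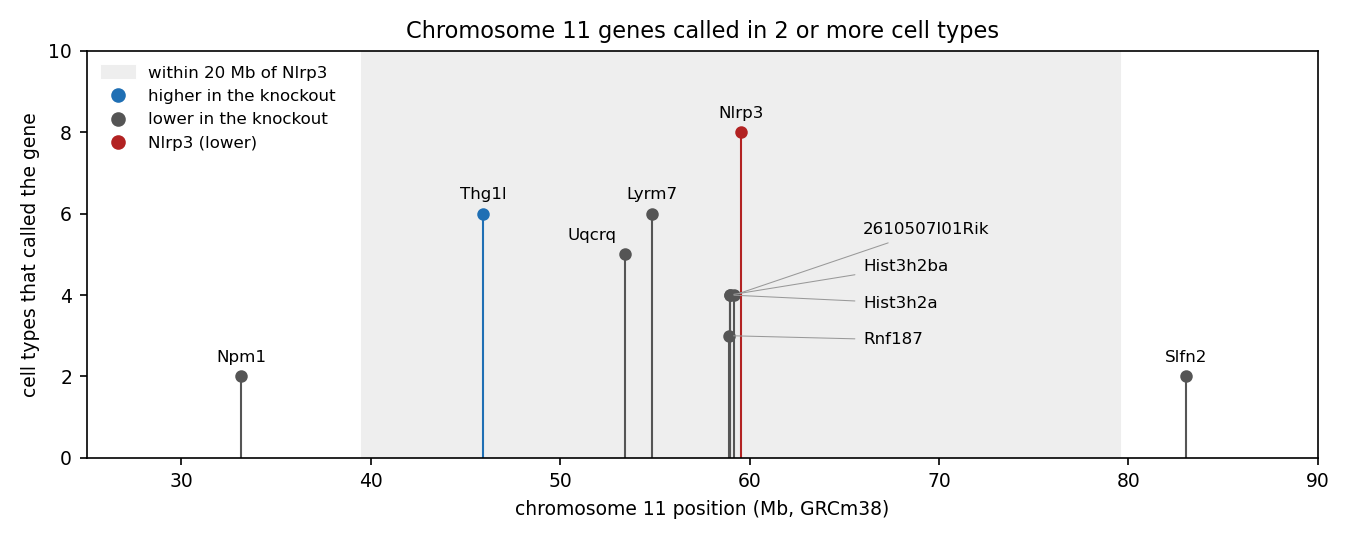
Genes on chromosome 11 called in at least 2 of 10 cell types, by position in Mb on GRCm38 and by the number of types that called them. The 7 genes other than Nlrp3 inside the shaded 20 Mb on either side lie between 13.6 Mb and 0.353 Mb before it.

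Within PIM, 50 genes passed an edgeR adjusted p of 0.05 (19 higher, 31 lower), within AIM 65 (23 higher, 42 lower), and within osteoclast-like cells 84 (42 higher, 42 lower). Outside the X and Y chromosomes and the 20 Mb around Nlrp3 these were 31, 42 and 66 genes. Without wild-type replicate 3 the counts were 1143, 2512 and 2311. Hpgd (chromosome 8, 56294585 to 56321043), which encodes an enzyme that breaks down prostaglandins, was at 2.50 ± 3.599 CPM (SD, n = 3) in wild-type and 75.8 ± 26.5 CPM in Nlrp3−/− PIM, higher in each of the 3 Nlrp3−/− libraries (log2 fold change 4.97, edgeR adjusted p 0.0017). In AIM it was at 3.72 ± 3.84 and 44.3 ± 3.21 CPM (3.35, edgeR adjusted p 0.0053). Without each library the log2 fold change ranged from 4.3996 to 7.43 in PIM and from 2.97 to 4.703 in AIM, highest in both without wild-type replicate 2, and the call held in every case. Gdf3 (chromosome 6, 122605403 to 122610087) was at 10.6 ± 9.91 and 103 ± 14.3 CPM in AIM (3.14, edgeR adjusted p 0.0090). Its call was lost without Nlrp3−/− replicate 1 (adjusted p 0.0599) or 3 (adjusted p 0.0506), in a range from 1.6e-30. In osteoclast-like cells Gdf3 was higher by 3.18, a call lost without the same libraries (adjusted p 0.0746 and 0.0678), and Wdfy1 lower by a log2 fold change of -2.35. Wdfy1 was called lower in 5 of the 9 cell types that tested it, so its difference is not particular to osteoclast-like cells. Without each library Gdf3 ranged from 2.78 to 4.33 in AIM and from 2.75 to 4.91 in osteoclast-like cells.

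The study named 5 genes as lower in PIM and 5 as higher in AIM of Nlrp3−/− mice. Of the PIM list (Nlrp3, Ninj1, S100a9, Zbp1, Aif1), only Nlrp3 itself passed an edgeR adjusted p of 0.05 over all genes tested. The log2 fold changes of the others were -0.77 (Ninj1), -1.51 (S100a9), -0.78 (Zbp1) and -1.14 (Aif1), with adjusted p values of 0.219, 0.0922, 0.203 and 0.0716. S100a9 is also one of the fixed neutrophil markers. Of the AIM list (Gas6, Gdf3, Sulf2, Fcgr2b, Tgfbr2), Gdf3 passed, and the others had log2 fold changes of 0.77, 0.64, 0.55 and 0.47, with edgeR adjusted p values of 0.0743, 0.125, 0.118 and 0.135. Gas6 is also a leading gene of 2 AIM clusters. All 9 genes other than Ninj1 separated the groups without overlap. Adjusted over the list alone, all 5 genes of each list passed, but the study chose the lists on these libraries, so this count is not independent evidence. DESeq2 called 4 and 3 of the genes over all genes tested. Without wild-type replicate 3 all 5 of each list passed, and without Nlrp3−/− replicate 1 or 3 none of the AIM list did.

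In the mesenchymal subsets with enough cells, edgeR called 31 genes in fibroblasts, 22 in mesenchymal stem cells, 41 in myofibroblasts, 22 in synovial cells and 39 in TSPCs, and 20, 14, 31, 14 and 27 of these lay outside the X and Y chromosomes and the 20 Mb around Nlrp3. Without wild-type replicate 3 the counts were 301, 253, 728, 554 and 556. Dbp (chromosome 7, 45705088 to 45710203), a gene under control of the circadian clock, was at 48.6 ± 20.8 CPM (SD, n = 3) in wild-type and 7.35 ± 1.21 CPM in Nlrp3−/− mesenchymal cells (log2 fold change -2.73, edgeR adjusted p 0.0483). This call was lost in all but 2 of the 6 fits with a library left out, with adjusted p values up to 0.321, in a range from 2.8e-14. In mesenchymal stem cells Dbp was at 72.4 ± 10.98 and 7.27 ± 3.64 CPM (-3.07, edgeR adjusted p 0.00071), between -3.78 and -2.92 without each library. In TSPCs the clock gene Arntl was higher (2.69, edgeR adjusted p 0.0163, lost without Nlrp3−/− replicate 1 or 3 at 0.0759 and 0.0923, and between 1.75 and 3.38 without each library) and Clec3b lower (-4.43, edgeR adjusted p 5.6e-05). Clec3b is also a leading gene of the clusters of tenocytes and mesenchymal stem cells.

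Gene lists written for this work asked whether IL-1 signalling in mesenchymal cells and cytokine responses or lipid synthesis in macrophages had changed. The IL-1 response list had a mean log2 fold change of -0.14 in mesenchymal cells (camera adjusted p 0.150, fry adjusted p 0.528) and passed only without wild-type replicate 1 (-0.23, camera adjusted p 0.0307, in a range up to 0.528). In mesenchymal stem cells it was lower by camera (-0.51, camera adjusted p 2.6e-05), with an exact permutation p of 0.1 and without the support of fry (adjusted p 0.391). In fibroblasts (-0.21, camera adjusted p 0.0738), synovial cells (0.34, camera adjusted p 0.150) and TSPCs (0.23, camera adjusted p 0.276) the result depended on the libraries used. The list reversed in fibroblasts without wild-type replicate 3 (0.06), and was lower at a camera adjusted p of 0.000316 without Nlrp3−/− replicate 3 (-0.44). It reversed in synovial cells without Nlrp3−/− replicate 2 (-0.11) and was higher without Nlrp3−/− replicate 1 (0.59, camera adjusted p 0.00957). In TSPCs it was higher without wild-type replicate 3 (0.62, camera adjusted p 0.0166). The adjusted p reached 0.928, 0.617 and 0.851 in these 3 types over the alternatives. In myofibroblasts it had a mean log2 fold change of 0.35 (camera adjusted p 0.433), between 0.17 and 0.62 without each library, with adjusted p values from 0.0509 without Nlrp3−/− replicate 3 to 0.835. The IL-1 pathway list passed in none of the 6 mesenchymal groups by camera or fry. The IL-10 response list reversed in macrophages (from -0.06 to 0.02) and in PIM (from -0.08 to 0.03) without Nlrp3−/− replicate 2, and in AIM (from 0.03 to -0.05) without Nlrp3−/− replicate 3. No list of IL-10 response, IL-4 and IL-13 response or unsaturated fatty acid synthesis passed in macrophages, PIM, AIM or osteoclast-like cells by camera or fry. Among these 34 tests, camera gave an unadjusted p under 0.05 for 1 of the 12 macrophage tests of those 3 lists, the IL-10 response in osteoclast-like cells (0.14, camera p 0.036), which passed after adjustment without wild-type replicate 2 (0.21, camera adjusted p 0.0241, in a range up to 0.391). The mean, the median and the camera direction differed in sign for unsaturated fatty acid synthesis in macrophages, and the mean and the camera direction did so for the same list in osteoclast-like cells and for the IL-1 pathway in mesenchymal cells.

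Cell division genes were lower in Nlrp3−/− mesenchymal cells (mean log2 fold change -0.56, camera adjusted p 6.2e-14) and higher in PIM (0.43, camera adjusted p 3.1e-06), each with an exact permutation p of 0.1. They were also higher in macrophages as a whole (0.27, camera adjusted p 0.00117, exact permutation p 0.2) and lower in myofibroblasts (-0.31, camera adjusted p 0.0161, exact permutation p 0.6). The call in myofibroblasts was lost without wild-type replicate 1 or 2 or Nlrp3−/− replicate 2, with adjusted p values of 0.115, 0.3996 and 0.298. In osteoclast-like cells the list did not pass (0.17, camera adjusted p 0.0738) but did without wild-type replicate 3 (0.23, camera adjusted p 0.0155, in a range up to 0.471). None of the 5 camera calls held under fry, whose adjusted p values were 0.199 in mesenchymal cells and at least 0.391 elsewhere, with 3 of the 34 lists at an unadjusted fry p under 0.05.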

Values the study reported

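The study identified 9 cell types at 7 dpi and divided the mesenchymal cells into 9 subsets.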

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

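The tests of free RNA in the droplets of Nlrp3−/− replicate 1 were chosen only after the result was seen; the tests of depth and of 2 intact cells in 1 droplet were not.

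Cell division genes moved in opposite directions in 2 cell types under the same contrast. In mesenchymal cells their mean log2 CPM was 5.61 ± 0.188 (SD, n = 3) in wild-type and 5.14 ± 0.0953 in Nlrp3−/− libraries, a difference of -0.47. In PIM it was 4.89 ± 0.257 and 5.44 ± 0.0278, a difference of 0.55. The difference between the 2 types changed by 1.02 between the genotypes, without overlap of the libraries, at an exact permutation p of 0.1, the smallest that 3 libraries per group allow. Chance leaves 10% of such comparisons without overlap. A difference in depth per library was tested by thinning each type to equal UMIs, which left -0.458 in mesenchymal cells and 0.563 in PIM. Thinning pooled counts leaves such means nearly unchanged by construction, so depth cannot be told apart from other causes by this test, and depth per cell was not tested. Sex and the genetic background differ with the genotype in all 6 libraries and remain open, as does a different mix of dividing cells in each type. A biological effect of Nlrp3 was not separated from these.

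In Nlrp3−/− replicate 1, 44.4% of the cells (Wilson 95% confidence interval 43.8% to 45.1%) lay in clusters that came almost only from this library and were used in no comparison, against 0.542% to 1.18% in each other library. Of them, 7069 were closest to mesenchymal cells, with a median of 1287 UMIs against 6496 UMIs in the named mesenchymal cells of that library. Droplets with 2 intact cells would hold more UMIs than single cells, so the lower median argues against them. Thinned to 1000 UMIs, the 4695 of these barcodes that were deep enough had 3.16% of their UMIs in neutrophil and macrophage markers, against 0.449% in the named mesenchymal cells of the same library and 0.150% to 0.362% in those of the others. Markers of both kinds were found in 76.6% of these barcodes and in 17.4% of the named ones. This is consistent with free RNA of other cells, or with debris, in the droplets. No biological explanation was tested, since the pattern stands out in 1 library of its group.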

How the results depend on the processing

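Naming the clusters that had been set aside and clustering without Chil3, Gzma and Tnmd were alternatives chosen only after the data were seen. Of the 168 comparisons of a cell type share with an alternative, 146 kept their direction and their side of the threshold, as did 42 of 48 for macrophage subsets and 118 of 127 for mesenchymal subsets. The cause of each change below was not tested unless it is named. The lower shares of neutrophils and conventional dendritic cells and the higher shares of mesenchymal, T and NK, endothelial and erythrocyte cells kept their direction under every alternative that gave a value and without each library, and none of them passed an adjusted p of 0.05 except the erythrocytes without 1 library. Naming the single-library clusters moved the log2 fold change to 0.044 for B cells and -0.26 for macrophages. A Leiden resolution of 0.5 gave 0.0057 for B cells and -0.099 for macrophages, and a resolution of 2.0 gave -5.25 for adipocytes and 0.66 for TSPCs. TMM on cell counts gave -0.11 for macrophages and 0.12 for myofibroblasts, and at least 1000 UMIs gave -0.049 for macrophages. Clustering without the 3 genes gave 0.023 for B cells, -0.075 for macrophages and -0.020 for AIM. It gave no value for conventional dendritic cells and TSPCs, and a resolution of 0.5 gave none for plasmacytoid dendritic cells, because no cluster took those names.

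Where leaving out 1 library changed the call or the direction of a share, its log2 fold change ranged as follows. It was -1.09 to 0.43 for B cells, 1.03 to 2.85 for erythrocytes, -0.12 to 0.21 for macrophages and -0.52 to 0.34 for mast cells and basophils. The values were -0.85 to 0.37 for plasmacytoid dendritic cells, -0.13 to 0.22 for AIM, 0.52 to 0.73 for osteoclasts and -1.04 to -0.26 for PIM. Others were -4.13 to -3.13 for adipocytes, -1.78 to 1.98 for chondrocytes, 1.51 to 2.64 for fibroblasts and -0.41 to 0.16 for myofibroblasts. It was -1.03 to 0.34 for TSPCs. Some shares kept direction and call but moved in size, with ranges of 0.50 to 4.27 for tenocytes, -1.10 to -0.14 for mesenchymal stem cells and -1.07 to -0.070 for synovial cells. Each of these fits holds 1 library less by construction, and no further cause was tested.

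For Nlrp3, 132 of 139 comparisons kept the call, over 8 cell types and 18 alternatives. Subtraction of the ambient profile gave log2 fold changes of -9.81 for conventional dendritic cells (adjusted p 0.458) and -9.71 for mesenchymal cells (adjusted p 0.251). Without 1 library the range was -8.01 to -7.44 for endothelial cells and -11.05 to -10.45 for mesenchymal cells, and the adjusted p reached 0.0547 in endothelial cells without Nlrp3−/− replicate 3 and 0.0943 in mesenchymal cells. DESeq2 gave no adjusted p for 3 of these results and for 29 of the named genes. All these values compare with 0 UMIs in the Nlrp3−/− libraries, so the fitted fold changes depend on the prior count and are no bounds. Over all alternatives the adjusted p ranged up to 0.458 in conventional dendritic cells, 0.251 in mesenchymal cells and 0.0547 in endothelial cells, and it stayed at or below 0.0321 in the other 5 types.

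Within 1.5 times the reported count lay 98 of 179 comparisons over the 10 cell types, 25 of 48 in macrophage subsets and 44 of 80 in mesenchymal subsets. All 18 counts stayed within it under RLE size factors, at least 1000 UMIs, a mitochondrial limit of 20% and no ambient test. DESeq2 called 75 in B cells, 314 in conventional dendritic cells, 392 in endothelial cells, 452 in erythrocytes, 637 in macrophages and 14 in mast cells and basophils. It also called 258 in mesenchymal cells, 252 in neutrophils, 125 in plasmacytoid dendritic cells, 102 in T and NK cells, 460 in AIM and 484 in osteoclasts. It also called 146 in PIM, 48 in fibroblasts, 53 in mesenchymal stem cells, 147 in myofibroblasts, 197 in synovial cells and 88 in TSPCs. Without a filter on low counts edgeR called 255 in B cells, 677 in conventional dendritic cells, 700 in endothelial cells, 440 in erythrocytes, 414 in macrophages and 61 in mast cells and basophils. The same setting gave 188 in neutrophils, 364 in plasmacytoid dendritic cells, 215 in T and NK cells, 1153 in AIM, 1141 in osteoclasts and 591 in PIM. The same setting gave 185 in fibroblasts, 346 in mesenchymal stem cells, 477 in myofibroblasts, 671 in synovial cells and 291 in TSPCs. Subtraction of the ambient profile left 0 in conventional dendritic cells and 3 each in endothelial cells, fibroblasts and myofibroblasts. It raised the count in plasmacytoid dendritic cells from 29 to 54. The amount subtracted was set by the hemoglobin UMIs found in each type and is not by itself a measure of free RNA. The subtraction removed 71.0% of the UMIs of conventional dendritic cells in Nlrp3−/− replicate 3, against 1.02% to 3.95% in each other library. In wild-type replicate 2 it removed 56.5% of the UMIs of endothelial cells and 54.3% of those of fibroblasts. In Nlrp3−/− replicate 3 it removed 46.7% of the UMIs of myofibroblasts. Fewer UMIs therefore entered those tests, but this was not tested as the cause of the lower counts. After subtraction edgeR gave 137 genes at an unadjusted p under 0.05 in conventional dendritic cells. Thinning to equal UMIs left 15 in B cells, 114 in conventional dendritic cells, 14 in erythrocytes and 4 in mast cells and basophils, with fewer UMIs by construction. Naming the single-library clusters gave 14 in B cells, keeping doublets gave 40 in endothelial cells, 7 in erythrocytes and 14 in mast cells and basophils, and a mitochondrial limit of 5% gave 17 in erythrocytes and 25 in myofibroblasts.

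Without 1 library the count of genes called by edgeR ranged widely. It was 14 to 624 in B cells, 24 to 1337 in conventional dendritic cells, 13 to 2260 in endothelial cells, 2 to 831 in erythrocytes, 26 to 2672 in macrophages and 2 to 43 in mast cells and basophils. Further ranges were 8 to 968 in mesenchymal cells, 17 to 379 in neutrophils, 18 to 333 in plasmacytoid dendritic cells, 18 to 188 in T and NK cells, 24 to 2512 in AIM and 22 to 2311 in osteoclasts. The remaining ranges were 28 to 1143 in PIM, 21 to 301 in fibroblasts, 7 to 253 in mesenchymal stem cells, 5 to 728 in myofibroblasts, 11 to 554 in synovial cells and 13 to 556 in TSPCs. The highest counts came without wild-type replicate 3, except in neutrophils and erythrocytes, where they came without Nlrp3−/− replicate 1. Other size factors moved the share of lower calls by at most 7.25 percentage points, in conventional dendritic cells.

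Of 306 comparisons of a gene list, 264 kept direction and call. Under fry, which estimates the correlation between genes, the 5 camera calls were lost: 0.27 for cell division in macrophages (adjusted p 0.391), 0.43 for cell division in PIM (adjusted p 0.391), -0.56 for cell division in mesenchymal cells (adjusted p 0.199), -0.51 for IL-1 response in mesenchymal stem cells (adjusted p 0.391) and -0.31 for cell division in myofibroblasts (adjusted p 0.568). Without 1 library the mean log2 fold change of lists that changed call or direction ranged from -0.11 to 0.023 for IL-10 response in macrophages, -0.052 to 0.078 for IL-10 response in AIM, 0.065 to 0.21 for IL-10 response in osteoclasts and -0.018 to 0.040 for unsaturated fatty acid synthesis in osteoclasts. Further ranges were 0.094 to 0.23 for cell division in osteoclasts, -0.15 to 0.031 for IL-10 response in PIM, -0.071 to 0.059 for unsaturated fatty acid synthesis in PIM and -0.23 to -0.042 for IL-1 response in mesenchymal cells. It ranged from -0.048 to 0.028 for IL-1 pathway in mesenchymal cells, -0.44 to 0.056 for IL-1 response in fibroblasts, -0.098 to 0.027 for IL-1 pathway in fibroblasts and -0.40 to 0.048 for cell division in mesenchymal stem cells. Other ranges were -0.56 to -0.13 for cell division in myofibroblasts, -0.11 to 0.59 for IL-1 response in synovial cells, 0.078 to 0.62 for IL-1 response in TSPCs and -0.27 to 0.17 for cell division in TSPCs. In the inflammasome panel 87 of 90 comparisons kept direction and call, with ranges of 0.028 to 0.58 for Aim2 in macrophages against neutrophils and 0.74 to 1.18 for Nlrp1b in macrophages against neutrophils, and all 8 comparisons of Il1r1 did. Of the genes the study named, DESeq2 called 4 of the PIM list and 3 of the AIM list, and the ranges without 1 library were 1 to 5 of the PIM list and 0 to 5 of the AIM list. The causes of these changes were not tested.

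For the named genes, 1967 of 2138 comparisons kept direction and call, 112 lost the call, 28 gained one and 31 reversed. The 31 that reversed belong to 9 results with reported log2 fold changes between -0.12 and 0.28, none of them called. Subtraction of the ambient profile gave 0.15 for Il1r1 in macrophages and 0.42 for Il1r1 in neutrophils. At least 1000 UMIs gave 0.0032 for Aim2 in macrophages and 0.0082 for Il1r1 in neutrophils. A mitochondrial limit of 5% gave 0.015 for Aim2 in macrophages. Keeping doublets gave -0.22 for Il1b in mesenchymal cells. Thinning gave 0.028 for Pycard in mesenchymal cells and 0.20 for Il1r1 in neutrophils. Naming single-library clusters gave 0.35 for Pycard in mesenchymal cells. No filter on low counts gave 0.0049 for Pycard in mesenchymal cells. Without 1 library the ranges were -0.48 to 0.18 for Il1r1 in macrophages, -0.12 to 0.092 for Aim2 in macrophages, -0.55 to 0.72 for Il1b in macrophages, -0.25 to 0.43 for Aim2 in mesenchymal cells and -1.23 to 0.70 for Il1b in mesenchymal cells, and -0.20 to 0.26 for Pycard in mesenchymal cells, -0.39 to 0.68 for Il1r1 in neutrophils, -0.16 to 0.017 for Casp1 in neutrophils and -0.13 to 0.10 for Nlrc4 in neutrophils. The causes of these reversals were not tested.

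The replicate numbers show no sign of pairing the libraries. Deviations of same-numbered libraries from their group means were correlated over genes, which are not independent replicates. These correlations ranged from -0.58 to 0.07 in macrophages, neutrophils and mesenchymal cells. Differently numbered libraries gave -0.47 to 0.58, and no other pairing was tested. With the replicate number as a block, the log2 fold changes of shares were -0.0018 for macrophages, 0.62 for osteoclasts and -1.03 for chondrocytes, of which the osteoclasts then had an adjusted p of 0.0402. The block changed the count of genes called to 19 in erythrocytes, 32 in macrophages, 15 in mast cells and basophils, 7 in mesenchymal cells and 15 in neutrophils. It changed the others to 74 in T and NK cells, 46 in osteoclasts, 70 in fibroblasts, 19 in myofibroblasts and 77 in TSPCs. Nlrp3 had -10.78 for mesenchymal cells (adjusted p 0.155), and the lists had -0.00023 for unsaturated fatty acid synthesis in osteoclasts (adjusted p 0.722), -0.27 for IL-1 response in fibroblasts (adjusted p 0.00052) and -0.016 for cell division in TSPCs (adjusted p 0.985). The block gave 2 of the PIM list and 2 of the AIM list, and -0.38 for Il1b in mesenchymal cells and 0.082 for Il1r1 in neutrophils. Of the other named genes 6 lost and 2 gained a call under the block.

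Depth set a limit on the tests. Nlrp6 in the panel was below the filter, and adipocytes, chondrocytes and tenocytes had too few cells in at least 1 library for gene tests.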

Other observations

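The tests chosen only after the result was seen are those of strain DNA around Nlrp3, of near-identical copies, of mislabelled samples, of a like loss of all neutrophils, and the counts over other splits of the libraries.

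Xist was high in all 3 Nlrp3−/− libraries and the Y-linked genes were found in the 3 wild-type libraries only, apart from 1 UMI of Uty and 7 UMIs of Kdm5d. A list of 6 X-linked genes that are active on both X chromosomes of female mice had a median log2 fold change above 0 in 10 of 10 cell types, between 0.24 and 0.78. This is consistent with female animals behind the Nlrp3−/− and male animals behind the wild-type libraries. Mislabelled samples are excluded for the genotype: the lowest wild-type library held 7898 Nlrp3 UMIs and each Nlrp3−/− library held 0. Effects of sex and of Nlrp3 cannot be separated in these data.

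Among the 33 autosomal genes other than Nlrp3 called in at least 2 cell types, 21.2% lay within 20 Mb of Nlrp3, against 3.13% of those tested (two-sided Fisher's exact p 5.9e-05). A candidate explanation is DNA of another strain kept around the targeted gene. Of the 26 genes called further away, on 14 chromosomes, 6 (23.1%) had a predicted or copy-type symbol, against 8.51% of the other genes tested (odds ratio 3.23, two-sided Fisher's exact p 0.0199). Such a symbol does not show whether a gene has a near-identical copy. Gm42031, Gm47015 and Gm49980 are annotated as long intergenic non-coding RNAs and Gm43305 as a processed transcript. Whether reads shared with near-identical copies account for part of them cannot be told from the symbols. A substrain difference at Nnt cannot be told apart from none: Nnt did not overlap between the groups in 2 of 3 cell types, but at log2 fold changes of 0.11 to 0.31 and edgeR adjusted p values of 0.641 to 0.885, with about 1 CPM. The wild-type and the Nlrp3−/− mice came from different suppliers according to the study's methods, so background and genotype are confounded.

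For each of the 18 cell types and subsets, the number of genes called was counted in the 10 splits of the 6 libraries into 3 and 3. Only 1 of the 10 splits, the real one, called as many genes in B cells, conventional dendritic cells, endothelial cells, erythrocytes, macrophages, mast cells and basophils, mesenchymal cells, neutrophils, plasmacytoid dendritic cells, and T and NK cells. The same held in AIM, osteoclast-like cells, PIM, fibroblasts, mesenchymal stem cells, myofibroblasts, synovial cells and TSPCs. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count.

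Without wild-type replicate 3, edgeR called 2672 genes in macrophages instead of 60. For 79.0% of these genes that library lay on the Nlrp3−/− side of the midpoint between the groups, against 0% to 17.2% for the other libraries left out. It carried 11118 Nlrp3 UMIs, which excludes a mislabelled sample. The genes were chosen by leaving that library out, so a high percentage follows in part from the choice. A likeness of wild-type replicate 3 to the Nlrp3−/− libraries cannot be told apart from that choice by the 79.0%, and no cause was tested.

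Mature neutrophils made up 22.7 ± 2.47% (SD, n = 3) of cells in wild-type and 8.55 ± 1.94% in Nlrp3−/− libraries, without overlap (exact permutation p 0.1), while immature ones made up 12.96 ± 3.98% and 14.3 ± 6.16% (exact permutation p 0.8). As a percent of neutrophils, mature cells made up 64.1 ± 7.79% in wild-type and 39.2 ± 15.9% in Nlrp3−/− libraries (exact permutation p 0.1). The difference rested mainly on Nlrp3−/− replicates 2 (27.4%) and 3 (33.0%). Nlrp3−/− replicate 1, at 57.4%, lay just below wild-type replicate 3, at 58.9%. A loss of all neutrophils alike, by dissociation or free RNA, cannot be told apart from other causes: the immature share of 14.3% in the Nlrp3−/− libraries overlapped with wild type, and in Nlrp3−/− replicate 1 it was 8.01%. The minimum of UMIs cannot be told apart from other causes: the median of mature neutrophils was 1574.8 UMIs in Nlrp3−/− and 1364.8 UMIs in wild-type libraries, a difference within the spread, and cells under the limit were not seen. The ambient test may also bear on these shares. It called 0% of neutrophils simulated at 500 to 1000 UMIs from a pooled profile of wild-type replicate 1. Of the real barcodes of that library with at least 500 UMIs, 14710 of 14785 were called. Mature and immature cells were not counted without the ambient test. Sex, background and Nlrp3 all remain open for this pattern.

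In mesenchymal cells 9 of the 11 further clock genes tested (81.8%) moved as a shift in time of day at harvest would move them, and their score was -0.0606 ± 0.393 (SD, n = 3) in wild-type and 0.967 ± 0.284 in Nlrp3−/− libraries (exact permutation p 0.1). In endothelial cells 5 of 8 (62.5%) did so, with scores of 0.837 ± 0.124 and 1.08 ± 0.142 (exact permutation p 0.2). In macrophages 6 of 9 (66.7%) did so, but the score fell from 1.98 ± 0.128 to 1.91 ± 0.176 (exact permutation p 0.7), against the predicted direction. Among the clock genes seen before this test, Arntl was higher in mesenchymal cells, endothelial cells and macrophages (log2 fold changes 2.14, 1.07 and 0.62). Dbp, Nr1d1 and Wee1 were lower in each type. Per3 was lower in mesenchymal cells only (-1.62, against 0.29 and 0.0032), and Nr1d2 was not lower in endothelial cells (0.010). None of these genes passed an edgeR adjusted p of 0.05 in endothelial cells or macrophages. A shift shared by all cells of an animal and a change in mesenchymal cells alone cannot be told apart with 3 libraries per group.

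Mesenchymal genes such as Tnc and Aspn were called as higher in Nlrp3−/− conventional dendritic cells. In barcodes with at most 100 UMIs, which hold free RNA, the 10 mesenchymal markers were higher by 0.467 on the log2 scale (exact permutation p 0.4). They were higher in all 9 of the 9 other cell types, by 1.18 in conventional dendritic cells (exact permutation p 0.1) and by 2.49 in erythrocytes (exact permutation p 0.1), where Nlrp3−/− replicate 1 stood at 9.31 log2 CPM against 3.61 to 5.03 in the other 5 libraries. Free RNA from mesenchymal cells is therefore a candidate source, but cannot be told apart from expression, since the rise in free RNA lay within the spread between libraries.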
